A study of Mus musculus with 9 samples. Its data were reported in "A novel P2X2‐dependent purinergic mechanism of enteric gliosis in intestinal inflammation" (2020).

How the data were processed

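RNA-Seq was performed on the muscularis externa (ME), the muscle layer of the small bowel wall that holds the myenteric ganglia, from BL6 mice. The labels put 9 libraries into 3 groups of 3: controls, mice examined 3 h after intestinal manipulation (IM3h) and mice examined 24 h after it (IM24h). The controls are labelled as sham operated, whereas the headers of the tables and the study call them naive, and which applies was not resolved here. Libraries were made with the QuantSeq 3' kit, which reads the end of each polyadenylated transcript, and were sequenced single-end on a shared lane per the study's methods. The submitters' processing notes name Partek, without a version. The aligner, genome build, normalization and statistical model were not given in the sources used here, so no coordinates are printed.

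All values analysed were comparison tables that the authors made and deposited, with transcripts identified by RefSeq accession and gene symbol. The authors gave a p-value and a step-up FDR for each of 3 contrasts, namely IM3h against control, IM24h against control and IM24h against IM3h. The authors also gave the ratio of the group means for each contrast, from which the fold is read. Group means and totals of normalized counts are deposited as an expression signal, and each total equalled the libraries per group times the sum of the group means to within rounding. In the table of gene ontology (GO) terms, the deposited enrichment score equalled the negative natural log of the deposited p-value. Values per library were not used here, so the depth per library is unknown, no spread between replicates and no standard deviation can be given, and the error of each value is read from the authors' FDR. An approximate standard error of each log2 ratio was derived from the ratio and p-value under a t distribution with 11 degrees of freedom, the number at which the 3 contrasts of a transcript gave the most similar error (median relative spread 0.0453). That number is more than the 6 that 9 libraries in 3 groups leave, the authors' model is not known, and these errors are therefore only a guide.

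A table of changed genes held 502 transcripts of 444 gene symbols, and every one of them had a fold of at least 2 either way in each of the 3 contrasts. A table of gliosis genes, a list that the study assembled, held 155 transcripts of 109 symbols without such a selection. Together they held 634 transcripts of 531 symbols, of which 23 transcripts stood in both. A mouse RefSeq gene table of assembly GRCm38.p6, used for names alone, matched 527 symbols directly, 531 with synonyms, and 633 transcripts. Of 81 genes with more than 1 transcript, 47 had ratios that were equal within 0.01 on the log2 scale for all of their transcripts in both contrasts with the control, so reads may have been shared among isoforms and values of single isoforms are uncertain.

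A transcript was counted as changed at an FDR below 0.05 and a fold above 1.5 either way, the thresholds of the study. Counts are of transcripts unless genes are named. The authors' test was read as deposited and not refitted. For the gliosis list and for 22 gene lists fixed in advance, counts were also adjusted over the list alone by the Benjamini-Hochberg method on the deposited p-values. For the 22 lists only members present in the tables entered this adjustment, and many of these had been selected for their fold. With 1 such member the result equals the unadjusted p. These counts are therefore no correction over all fixed members and no independent support. The lists were cytokines and chemokines, immediate early and ATP-response genes, NF-kB and STAT3 feedback and adhesion, the study's marker panel, pan, A1 and A2 markers of reactive astrocytes, enteric glia, enteric neurons, smooth muscle contraction, interstitial cells of Cajal and PDGFRA cells, monocytes and macrophages, neutrophils, lymphocytes with mast cells and antigen presentation, epithelium, mesothelium, proliferation, purinergic receptors and ectonucleotidases, matrix and wound repair, interferon response, stress and hypoxia, and inflammatory enzymes. They held 434 genes, of which 84 were in the tables. Each gene was counted by its transcript with the largest total, although counting by transcript had been planned, and the alternative with all transcripts is reported. Lists with at least 5 members in the table of changed genes were compared with the other genes of that table by direction, with a two-sided Fisher's exact test and Benjamini-Hochberg adjustment over 18 tests. Genes measured in the same libraries may vary together and are not independent replicates. The p-values by direction therefore describe the listed genes and measure no spread between libraries.

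Named genes followed a rule. For each contrast it took the 10 largest increases and the 10 largest decreases in the table of changed genes, and the 5 largest of each in the gliosis table, among changed genes with a total of at least 90 normalized counts, a mean of 10 per library, each gene by its transcript with the largest total. It added the study's panel of 6 markers where listed, and up to 4 members of each fixed list with the lowest p. The rule gave 94 genes, some of which are not reported here. The groups, lists, thresholds, rule and alternatives were fixed before the data were examined.

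The number of transcripts the authors tested was estimated from the ranks that a step-up FDR carries, as the smallest number that made the rank whole, within 0.0001, for nearly as many transcripts as any number did. A median over transcripts had been planned but needs ranks that are not known. GO terms were tested again from the deposited gene counts with a one-sided Fisher's exact test, Benjamini-Hochberg adjusted over 9400 terms. The words that select terms for a theme were widened after the data were seen, to include MAP kinase, cytokine-mediated, glial differentiation and gliogenesis. The overlap of both contrasts with the same controls was set beside 20000 simulated data sets of unchanged groups.

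The steps were tested on simulated data with 18000 transcripts. The number tested was recovered as 18000, the degrees of freedom as 10 of 10 put in, and 196 of 200 changed transcripts were called for IM24h against control. For IM3h against control, 171 transcripts lay below the FDR threshold and the bounds recovered were 171 and 173. In simulated GO enrichment of 320 terms, 20 of 20 enriched terms and 0 others were called.

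Alternatives were an adjusted p of 0.01, a fold of 2 or none, unadjusted p, a minimum total of 90, a pseudocount of 1 added to the group means, and 1 transcript per gene. For GO terms they were a two-sided test, Bonferroni adjustment, terms of 10 to 500 genes and the authors' own p. Counts without members of the leukocyte and epithelial lists were added after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.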

Results

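Postoperative ileus, a transient loss of bowel motility after abdominal surgery, was modelled in BL6 mice by intestinal manipulation (IM), a standardized handling of the small bowel. Gene expression in the muscularis externa (ME) was measured by 3' RNA-Seq in 9 libraries, 3 each from controls, from mice 3 h after IM (IM3h) and from mice 24 h after IM (IM24h). The labels do not say whether each library came from a separate mouse, so the authors' p-values measure the spread between libraries. All 3 IM3h libraries carry numbers of 1 series and the other 6 carry numbers of another, so a difference between the number series and an effect at 3 h cannot be told apart. The study's methods place all libraries on the same sequencing lane, so the series would not mark lanes. The depth per library is unknown. In the authors' deposited table of changed genes the total of normalized counts over all libraries ranged from 12.1 to 4429 per transcript, with a median of 46.5, and in their gliosis table it ranged from 12.7 to 17004, with a median of 157. Precision followed the total, as the approximate standard error of a log2 ratio had a median of 0.320 for transcripts with a total of at least 90 and 0.464 for those below it. Because every transcript in the table of changed genes differed at least 2-fold in each contrast, genes held at a similar level at 3 h and 24 h are missing from it, and absence from it does not show that a gene was unchanged.

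Early after IM, transcripts of chemokines, immediate early transcription factors and stress proteins were far above control levels, which addresses how the ME responds within 3 h of surgical handling. Ccl2 (NM_011333), a chemoattractant of monocytes, rose 143-fold in the authors' deposited table, from a group mean of 1.29 to 184 normalized counts (FDR 8.39e-05), and Cxcl1 (NM_008176), a chemoattractant of neutrophils, rose 135-fold from 0.230 to 31 (FDR 1.88e-05). The authors' deposited table also gave increases of 113-fold for Ptx3, a soluble pattern recognition molecule, 42.9-fold for the proteoglycan-cleaving protease Adamts4, 41.3-fold for the heme-degrading enzyme Hmox1, 31.9-fold for the sphingosine kinase Sphk1, 28.3-fold for the heat shock protein gene Hspa1a and 27.4-fold each for the transcription factor Maff and the noncoding RNA H19 (FDR from 5.57e-06 for Adamts4 to 0.00148 for Hspa1a). Several of these folds depend on low control means, since a pseudocount of 1 lowered the log2 ratio in the authors' deposited table from 7.07 to 4.70 for Cxcl1, from 6.82 to 4.35 for Ptx3, from 7.16 to 6.34 for Ccl2, from 5.37 to 4.52 for Hmox1, from 5.0 to 4.39 for Sphk1, from 4.77 to 4.16 for Maff and from 4.78 to 3.14 for H19. Within the table of changed genes, among changed genes with a total of at least 90, each by its transcript with the largest total, Slpi, an inhibitor of leukocyte proteases, fell 13.8-fold from 79.5 to 5.76 (FDR 0.00138) in the authors' deposited table, followed by the noncoding RNA Bvht (11.6-fold), the adrenergic receptor gene Adrb3 (7.39-fold), Gpsm2 (5.33-fold), Tnfrsf19 (4.71-fold), the signalling ligand gene Wnt5a (4.43-fold), the nucleoside transporter gene Slc29a3 (3.44-fold), the actin-binding gene Nexn (2.88-fold), Csf1r (2.74-fold), the receptor for the macrophage growth factor, and Usp48 (2.45-fold).

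Immediate early and ATP-response genes moved together at 3 h. Of 36 genes fixed for this list 9 were listed, and 9 rose, also 9 when adjusted over the list alone. Fos rose 25.6-fold, Atf3 24.3-fold, Egr1 17.4-fold and Rcan1 (NM_019466) 10.3-fold in the authors' deposited table (FDR 0.000487, 9.98e-05, 0.00153 and 0.000127). All 9 were higher at 3 h, whereas the other genes of the table were divided into 232 higher and 203 lower (two-sided Fisher's exact test, adjusted p = 0.0166 over 18 tests). This and the other tests of direction take genes as units, although genes of a list may vary together in the same libraries. Of the cytokine and chemokine list 7 of 41 genes were listed and 6 rose (6 adjusted over the list alone), among them Ccl7 at 34.1-fold and Cxcl10 at 18.3-fold in the authors' deposited table. With the pseudocount the log2 ratio in the authors' deposited table fell from 5.09 to 4.29 for Ccl7, from 4.19 to 3.13 for Cxcl10 and from 4.60 to 3.96 for Atf3. The direction of the 5 cytokine genes in the table of changed genes did not pass the test (5 higher, 0 lower, two-sided Fisher's exact test, adjusted p = 0.118). Of the stress and hypoxia list 7 of 22 were listed and 6 rose (7 adjusted over the list alone), including Gadd45b at 20.5-fold and the cell cycle inhibitor Cdkn1a at 12.0-fold in the authors' deposited table. The direction of the 5 stress genes in the table of changed genes did not pass either (5 higher, 0 lower, two-sided Fisher's exact test, adjusted p = 0.118). All 3 listed genes of the 20 for NF-kB and STAT3 feedback and adhesion rose (3 adjusted over the list alone), which in the authors' deposited table were Socs3 at 26.7-fold, Icam1 at 19.4-fold and Nfkbia at 8.45-fold, the last from a group mean of 126 to 1065.

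Markers of other cell types also differed from controls at 3 h. Of 26 monocyte and macrophage genes 7 were listed, of which 5 rose and 1 fell (6 and 1 adjusted over the list alone). Ms4a6d rose 6.49-fold and Msr1 4.81-fold (FDR 0.00178 and 0.00371) in the authors' deposited table, whereas Csf1r fell from 20.6 to 7.52 (FDR 0.00278). The direction of the monocyte and macrophage genes did not pass, nor did that of the epithelial genes (two-sided Fisher's exact test, adjusted p = 0.490 and 0.118). Of 19 neutrophil genes 4 were listed and 3 rose (3 adjusted over the list alone), with Lcn2 at 15.3-fold, Il1r2 at 18.5-fold and S100a9 (NM_001281852) at 72.5-fold in the authors' deposited table, the last against a control mean of 0.0658. With the pseudocount the log2 ratio of S100a9 fell from 6.18 to 2.44, that of Il1r2 from 4.21 to 1.55, that of Lcn2 from 3.94 to 2.64 and that of Ms4a6d from 2.70 to 1.91 in the authors' deposited table. Of 23 epithelial genes 5 were listed, namely Apoa1, Apoa4, Fabp2, Krt20 and Sis, and none passed at 3 h on the authors' FDR (0 on their unadjusted p), their group means being 2.03-fold to 2.45-fold above control in the authors' deposited table (FDR 0.164 to 0.308). The matrix and wound repair list had 9 of 28 genes listed and 5 rose (5 adjusted over the list alone), with Thbs1 at 14.7-fold in the authors' deposited table.

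In the table of changed genes 304 transcripts were changed between IM3h and control, 180 up and 124 down, of 149 and 113 gene symbols. From the FDR ranks, 18242 transcripts had been tested, and at least 4229 and at most 4243 of them (23.2%) lay below an FDR of 0.05, whatever their fold. The counts depended on the strictness applied, since 178 transcripts were changed at an adjusted p of 0.01 (137 up, 41 down) and 126 among transcripts with a total of at least 90 (100 up, 26 down), which moved the share of increases from 59.2% to 77.0% and 79.4%.

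**Figure D1:**
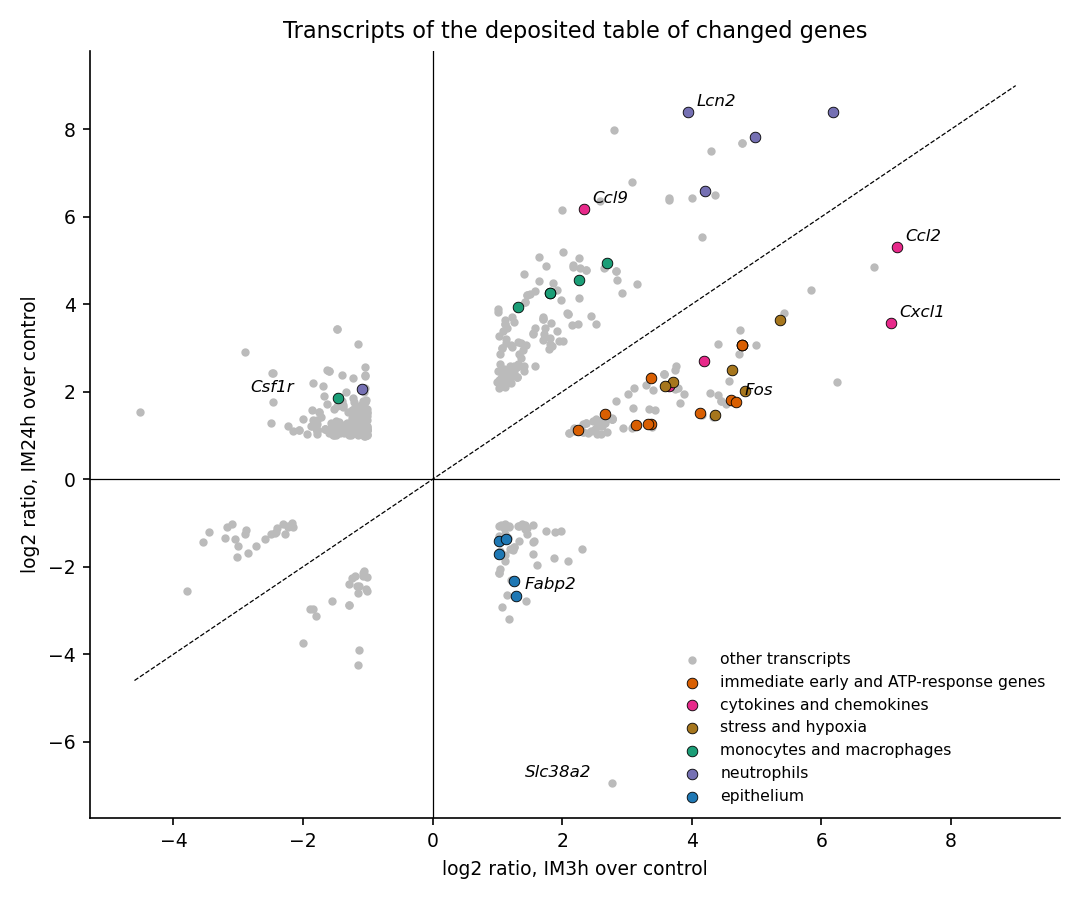
Log2 ratios of IM3h over control (x axis) and of IM24h over control (y axis) for the 502 transcripts of the table of changed genes, with members of 6 fixed lists in colour and a dashed line where both ratios are equal. The empty bands along the axes and the dashed line come from the selection of transcripts with a fold of at least 2 in each contrast, and the 5 epithelial genes lie to the right of 0 at 3 h and below 0 at 24 h.

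At 24 h Lcn2, Saa3, H19, Cd300lf and Timp1 were among the largest increases of the named genes with a total of at least 90, and listed myeloid genes were raised as well, which addresses the state of the ME a day after IM. Lcn2 (NM_008491), a siderophore-binding protein of neutrophils, rose 336-fold from 0.573 to 192 normalized counts (FDR 3.72e-05) in the authors' deposited table, and the acute-phase gene Saa3 (NM_011315) rose 253-fold from 1.31 to 332 (FDR 7.2e-06). Timp1, an inhibitor of matrix metalloproteases, rose 111-fold and Serpina3n, an inhibitor of serine proteases, 83.8-fold (FDR 0.00131 and 7.2e-06) in the authors' deposited table. Increases in the authors' deposited table were 205-fold for H19, 183-fold for the myeloid receptor gene Cd300lf, 86.4-fold for the autophagy gene Vmp1, 82.5-fold for Chrdl2, 72.0-fold for the chemokine gene Ccl9 and 39.5-fold for Ccl2. The order depends on low control means, since with a pseudocount of 1 the log2 ratios in the authors' deposited table fell from 7.98 to 7.17 for Saa3, from 8.39 to 6.94 for Lcn2, from 7.68 to 5.94 for H19, from 6.79 to 5.80 for Timp1, from 6.43 to 5.69 for Vmp1, from 6.37 to 4.84 for Chrdl2, from 5.30 to 4.50 for Ccl2 and from 7.51 to 5.02 for Cd300lf, and Serpina3n, at 6.01, then stood above H19. Among changed genes with a total of at least 90, the largest decrease was that of 1 transcript of the amino acid transporter gene Slc38a2 (NM_001355633), which the authors' deposited table gave as 123-fold, from a mean of 10.7 to 0.0867 (FDR 7.2e-06), or a log2 ratio of -3.42 in place of -6.94 with the pseudocount. The lipid synthesis gene Thrsp fell 18.8-fold, Apob 7.54-fold, Dgkb 7.37-fold, Fabp2 6.31-fold, Slpi 5.91-fold, Sis 5.03-fold, the phosphate transporter gene Slc20a2 4.8-fold and Foxp2 4.69-fold in the authors' deposited table (FDR from 0.000195 for Slc20a2 to 0.015 for Sis), and with the pseudocount the log2 ratio of Apob was -2.32 in place of -2.92.

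Myeloid markers were raised at 24 h. All 7 listed monocyte and macrophage genes rose (7 adjusted over the list alone), including Ms4a6d at 30.8-fold, Msr1 at 23.4-fold, Itgam at 19.2-fold and Fcgr1 at 15.2-fold in the authors' deposited table (FDR 9.2e-05 to 0.000222). Since most genes of the table of changed genes were higher at 24 h, the direction of its 5 members did not set them apart (5 higher, 0 lower, against 347 and 92, two-sided Fisher's exact test, adjusted p = 0.623). All 4 listed neutrophil genes rose (4 adjusted over the list alone), with Il1r2 at 96.2-fold and Mmp9 at 4.19-fold in the authors' deposited table. Low control means enter here too, as with the pseudocount the log2 ratio in the authors' deposited table fell from 6.59 to 3.52 for Il1r2, from 4.94 to 4.0 for Ms4a6d, from 4.55 to 3.87 for Msr1 and from 3.93 to 3.23 for Fcgr1. The epithelial genes went the other way, as 3 of 5 fell (5 adjusted over the list alone) and the 5 group means lay 2.56-fold to 6.31-fold below control in the authors' deposited table (FDR 0.00878 to 0.0978). None of the 5 was higher at 24 h, against 352 higher and 87 lower among the other genes (two-sided Fisher's exact test, adjusted p = 0.00315). The 5 epithelial genes may move together, so this p does not rest on 5 independent observations. Matrix and wound repair genes rose in 8 of 9 listed cases (8 adjusted over the list alone), with the glycoprotein gene Tnc at 4.26-fold and Tgfbi at 5.42-fold in the authors' deposited table. All 4 listed of 28 proliferation genes rose (4 adjusted over the list alone), namely the replication gene Mcm2 at 5.89-fold, Birc5 at 5.02-fold, Cdk1 at 3.39-fold and Ccna2 at 2.32-fold in the authors' deposited table, the log2 ratio of Birc5 falling from 2.33 to 1.72 with the pseudocount.

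Listed early response genes lay above control at 24 h, but the 9 immediate early genes all come from the table selected for a fold of at least 2 in each contrast, so a gene back at its control level could not be listed. Of these 9 immediate early genes 8 rose (8 adjusted over the list alone), and the authors' deposited table gave Fos at 3.43-fold, Atf3 at 3.54-fold and Rcan1 at 2.42-fold, whereas Egr1 was 2.85-fold above control without passing (FDR 0.190). All 9 were higher, against 343 higher and 92 lower among the other genes, and the direction did not pass (two-sided Fisher's exact test, adjusted p = 0.322). Cytokine and chemokine genes rose in 6 of 7 cases (6 adjusted over the list alone), stress and hypoxia genes in 6 of 7 (6 adjusted over the list alone) and feedback and adhesion genes in 3 of 3 (3 adjusted over the list alone). The direction of the cytokine and of the stress genes did not pass (two-sided Fisher's exact test, adjusted p = 0.623 for each). For Hspa1a, 4.08-fold above control in the authors' deposited table, the FDR was 0.127.

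In all, 359 transcripts of the table of changed genes were changed between IM24h and control, 308 up and 51 down, so that 85.8% were increases. At least 5778 and at most 5822 of the 18242 transcripts tested (31.7%) lay below an FDR of 0.05. An adjusted p of 0.01 left 237 changed transcripts, 214 up and 23 down, and a total of at least 90 left 144, 126 up and 18 down.

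**Figure D2:**
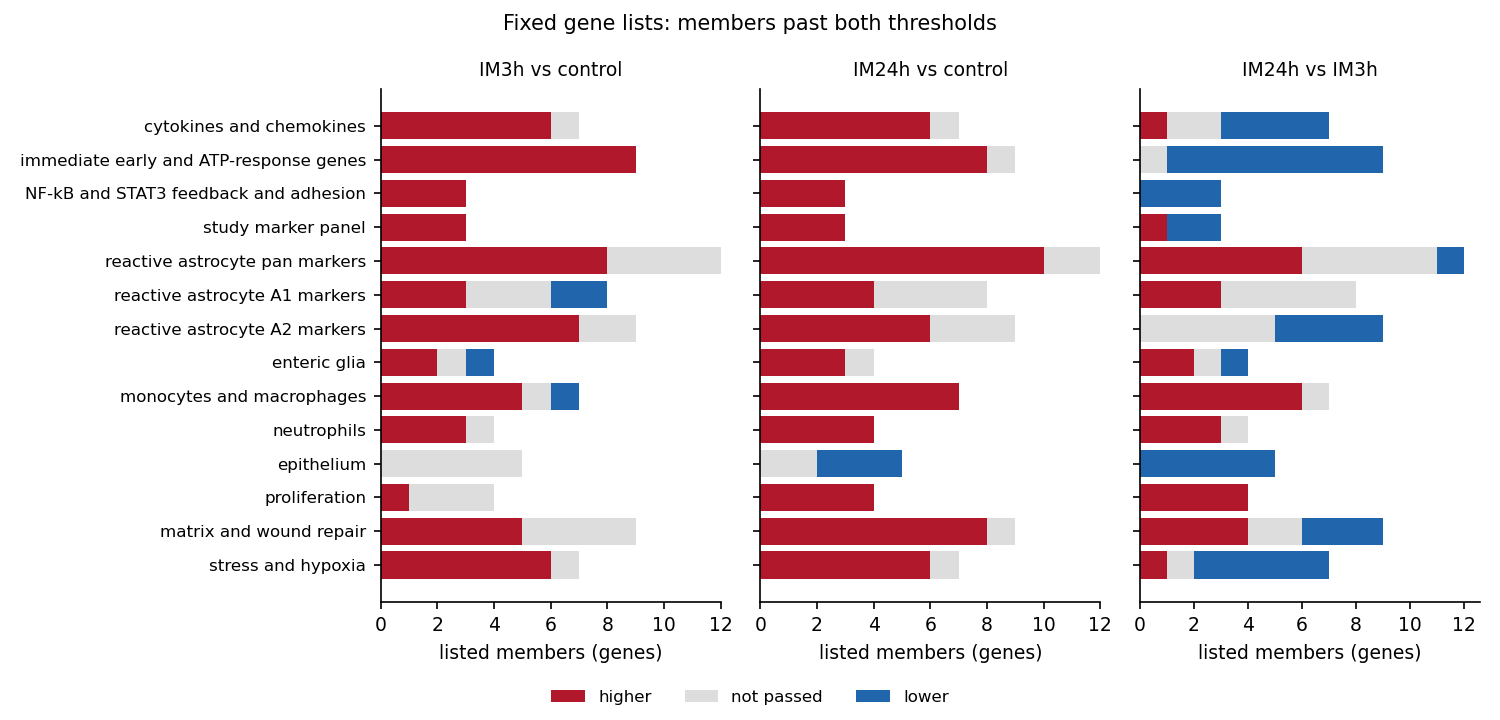
Number of listed genes (x axis) of each fixed list with at least 3 listed genes that were higher, not past both thresholds, or lower in each of the 3 contrasts. Immediate early genes were higher than control in 9 of 9 cases at 3 h and lower at 24 h than at 3 h in 8 of 9, whereas 6 of 7 monocyte and macrophage genes were higher at 24 h than at 3 h.

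From 3 h to 24 h most listed immediate early and stress genes declined, while Saa3, Lcn2 and most listed myeloid genes rose further, which addresses how the response changes with time. Saa3 was 36.3-fold, Lcn2 21.9-fold, Ccl9 14.3-fold, Chrdl2 13.7-fold, Timp1 13.1-fold, Csf1r 9.92-fold and Cd300lf 9.31-fold higher at 24 h than at 3 h in the authors' deposited table (FDR from 8.38e-05 for Csf1r to 0.0302 for Timp1). Slc29a3 was 8.79-fold, Tasor, which acts in gene silencing, 8.42-fold and Unc93b1, which traffics Toll-like receptors, 8.24-fold higher in the authors' deposited table. Cxcl1 was 11.3-fold and Fos 7.48-fold lower at 24 h than at 3 h (FDR 0.000336 and 0.00239) in the authors' deposited table, where the Slc38a2 transcript was 838-fold lower (FDR 1.32e-06). The other large decreases in the authors' deposited table included 2 members of the epithelial list, Fabp2 and Sis, with Apob 15.8-fold, Fabp2 15.5-fold, Sis 12.1-fold, Clca4b 11.8-fold, Slc5a1 8.54-fold and Thrsp 8.49-fold lower. With the pseudocount the log2 ratio in the authors' deposited table was -6.08 in place of -9.71 for the Slc38a2 transcript and -3.33 in place of -3.98 for Apob.

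Of the immediate early genes 8 of 9 were lower at 24 h than at 3 h (9 adjusted over the list alone), and none was higher, against 299 higher and 136 lower among the other genes (two-sided Fisher's exact test, adjusted p = 0.000641). The 5 stress and hypoxia genes in the table of changed genes were all lower at 24 h (two-sided Fisher's exact test, adjusted p = 0.0159), and over both tables together 5 of 7 fell and 1, Hspb1, rose (5 and 2 adjusted over the list alone). All 5 epithelial genes fell (5 adjusted over the list alone), by 5.42-fold to 15.5-fold in the authors' deposited table, and their direction differed from that of the other genes (two-sided Fisher's exact test, adjusted p = 0.0159). Of 7 cytokine and chemokine genes 4 fell and 1, Ccl9, rose (4 and 1 adjusted over the list alone), and the direction of the 5 in the table of changed genes did not pass (1 higher, 4 lower, two-sided Fisher's exact test, adjusted p = 0.106). All 3 feedback and adhesion genes fell (3 adjusted over the list alone). Monocyte and macrophage genes rose in 6 of 7 cases (6 adjusted over the list alone), without passing by direction (two-sided Fisher's exact test, adjusted p = 0.291), neutrophil genes in 3 of 4 (3 adjusted over the list alone) and proliferation genes in 4 of 4 (4 adjusted over the list alone). Matrix and wound repair genes were divided, with 4 higher, 3 lower and 2 not passing (5 and 3 past the thresholds adjusted over the list alone).

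The 502 transcripts formed 4 courses. The most common, with 226 transcripts, was above control at both times, with median group means of 1.5, 7.98 and 13.1 in controls, at 3 h and at 24 h. A further 179 were below control at 3 h and above it at 24 h (medians 2.93, 1.14 and 8.08), among them Csf1r, Nexn, Slc29a3, Unc93b1 and Usp48, whose changes passed at both times, although 59 of the 179 passed in neither contrast with control. Another 52 were above control at 3 h and below it at 24 h (medians 2.70, 7.05 and 1.03), of which 31 passed in neither, and 45 were below it at both times (medians 7.82, 2.51 and 1.88). In total 434 transcripts differed between IM24h and IM3h, 291 higher and 143 lower at 24 h, and 8681 to 8696 of the 18242 tested (47.6%) lay below an FDR of 0.05. Among transcripts with a total of at least 90, 144 differed, 74 higher and 70 lower, so the share of increases fell to 51.4%.

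Both contrasts with the control changed 264 transcripts, of which 163 rose at both times, 20 fell at both, 77 fell at 3 h and rose at 24 h, and 4 rose at 3 h and fell at 24 h. The same direction was thus seen in 183 (69.3%), whereas unchanged groups sharing the same controls and selection gave 93.7% in 20000 simulated data sets. Independent lists would share 110.4 increases and 12.6 decreases. Over all 502 transcripts the odds ratio of the direction at 3 h and at 24 h was 1.09 (two-sided Fisher's exact test, p = 0.734), where unchanged groups with the same controls and selection gave 3.94 in the simulation, so that this p, which refers to independence, is no test against chance, and transcripts of 1 gene are not independent. The simulation drew only the 502 listed transcripts. Over all 20000 data sets it gave 495 transcripts changed in both contrasts, against 264 in the observed data. This argues only against the case in which every transcript was unchanged at both times and noise alone gave the overlap. A real change at 1 time, with noise of the shared controls carried into the other, was not simulated. The controls could not be divided for want of values per library, so their noise may still add to the overlap beside real changes.

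Most changes in the gliosis list, assembled by the study from reports on the central nervous system, were increases at both times, which addresses whether the ME shows a gliosis-like expression profile after IM. Gfap (NM_010277), an intermediate filament gene of glia, rose from 2.79 normalized counts in controls to 11.3 at 3 h (4.06-fold, FDR 0.0023) and 25.2 at 24 h (9.0-fold, FDR 0.000205) in the authors' deposited table. Nes, an intermediate filament gene of progenitor cells, rose 5.38-fold at 3 h and 3.37-fold at 24 h (FDR 0.000159 and 0.000846) in the authors' deposited table, and was 1.60-fold lower at 24 h than at 3 h (FDR 0.0288). Of the study's panel of 6 markers these and Rcan1 were listed, and all 3, each by its transcript with the largest total, rose at both times (3 and 3 adjusted over the list alone). The other Gfap transcript, NM_001131020, had a higher control mean of 4.33 in the authors' deposited table. It rose 2.44-fold at 3 h (FDR 0.0467) but was only 1.18-fold above control at 24 h (FDR 0.881). Between 3 h and 24 h 1 of the 3, Gfap by its transcript NM_010277, rose and 2 fell (1 and 2 adjusted over the list alone), whereas Gfap NM_001131020 fell 2.07-fold in the authors' deposited table (FDR 0.0356). Il6, Cxcl2 and Fosb were not analysed here.

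Adamts4, Ccl2, Cxcl1, Hmox1 and Ptx3 were among the largest increases of the gliosis list at 3 h, with genes ranked here among changed ones with a total of at least 90, each by its transcript with the largest total. The complement gene C3 fell 6.42-fold from 175 to 27.3 (FDR 0.000741), followed by Wnt5a, Col5a2 at 2.06-fold, the matrix gene Dcn (NM_007833) at 2.04-fold and the complement gene C4b at 1.91-fold in the authors' deposited table. At 24 h Timp1, Serpina3n, Ccl7 (48.3-fold), Ccl2 and Ptx3 (29.0-fold) were among the largest increases in the authors' deposited table, although with the pseudocount the log2 ratio of Ptx3 fell from 4.86 to 2.55, below those of Srgn and Cd68 (3.71 and 3.41), and that of Ccl7 from 5.60 to 4.78, and the decreases were 2.38-fold for the cell adhesion gene Cntn1, 2.14-fold for the ephrin receptor gene Epha4, 2.13-fold for Wnt5a, 2.08-fold for Ltbp4 and 1.87-fold for the smooth muscle gene Myl9. Another Dcn transcript (NM_001190451) fell 2.26-fold at 3 h and 2.32-fold at 24 h in the authors' deposited table (FDR 0.00642 and 0.0043). From 3 h to 24 h the authors' deposited table showed, among changed genes of the gliosis list with a total of at least 90, the largest increases for Timp1, Serpina3n (6.65-fold), Cd68 (7.23-fold), Tgfbi (6.18-fold) and Anxa3 (6.0-fold), and the largest decreases for Cxcl1, Gadd45b (7.37-fold), Tnfrsf12a (4.99-fold), Icam1 (4.94-fold) and Klf5 (4.34-fold).

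Marker lists for reactive astrocytes were counted at both times. Of 13 pan markers 12 were listed, of which 8 rose at 3 h (9 adjusted over the list alone) and 10 at 24 h (10 adjusted over the list alone), and from 3 h to 24 h 6 rose and 1 fell (6 and 1 adjusted over the list alone). By direction the pan markers did not pass in any of the 3 contrasts (two-sided Fisher's exact test, adjusted p = 0.101, 0.488 and 1). Cd44 rose 5.78-fold and 5.11-fold and Osmr 7.78-fold and 6.08-fold at 3 h and 24 h in the authors' deposited table, whereas Vim, 1.51-fold above control at 3 h (FDR 0.0544), rose 4.03-fold at 24 h. Of 12 A1 markers 8 were listed, of which 3 rose and 2 fell at 3 h (3 and 2 adjusted over the list alone), 4 rose at 24 h (4 adjusted over the list alone) and 3 were higher at 24 h than at 3 h (3 adjusted over the list alone). Of 12 A2 markers 9 were listed, of which 7 rose at 3 h (7 adjusted over the list alone), 6 rose at 24 h (7 adjusted over the list alone) and 4 were lower at 24 h than at 3 h (4 adjusted over the list alone). These lists are not independent of the gliosis list, which held 10, 8 and 9 of their listed members, and whether the lists differed from each other was not tested. Some members also stand in other fixed lists, such as the pan marker Lcn2 in that of neutrophils. The A2 marker Cd14 is likewise in that of monocytes and macrophages. Of 18 enteric glia genes 4 were listed, of which 2 rose and 1 fell at 3 h (2 and 1 adjusted over the list alone), 3 rose at 24 h (3 adjusted over the list alone), and 2 were higher and 1 lower at 24 h than at 3 h (3 and 1 adjusted over the list alone). Gap43 was 1.29-fold below control at 3 h and 1.19-fold above it at 24 h in the authors' deposited table, without passing (FDR 0.298 and 0.395).

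**Figure D3:**
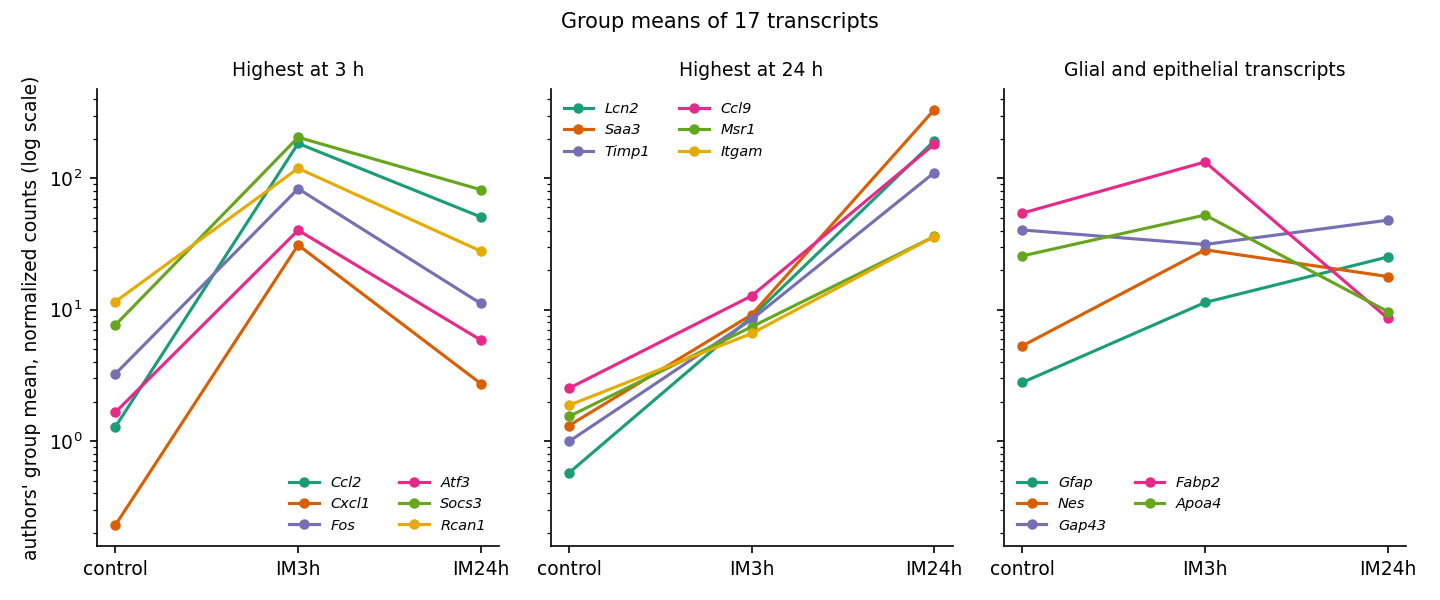
Authors' group means of normalized counts on a log scale (y axis) in controls, IM3h and IM24h (x axis) for 17 transcripts, with lines joining the means of each transcript and no error bars, since no values per library were used. Gfap, drawn by its transcript NM_010277, rose from controls to 3 h and on to 24 h, and Fabp2 and Apoa4 were above control at 3 h and below it at 24 h.

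Across the gliosis list 69 of 155 transcripts were changed at 3 h, 56 up and 13 down (57 and 17 adjusted over the list alone), and 96 at 24 h, 81 up and 15 down (87 and 17 adjusted over the list alone). The 15 decreases at 24 h were of 8 gene symbols, and with 1 transcript per gene the split was 65 up and 7 down. Between 3 h and 24 h 47 rose and 27 fell, 74 in all (48 and 27 adjusted over the list alone), of which 49 passed an adjusted p of 0.01. Of all 18242 transcripts tested, 23.2%, 31.7% and 47.6% lay below an FDR of 0.05 at 3 h, at 24 h and between the times, whatever their fold. The 74 of 155 are thus close to the share over all transcripts. Since the study chose the list, its direction is not independent evidence. Of 56 transcripts changed at both times 54 had the same direction (96.4%), against 99.5% for simulated unchanged groups with shared controls, 50 of them up and 4 down, where independent lists would share 29.3 and 1.26. Over the whole list the odds ratio of the direction at 3 h and at 24 h was 12.2 (two-sided Fisher's exact test, p = 8.90e-09), where the simulated unchanged groups gave 4.0, so that this p is no test against chance either. Over all 20000 simulated data sets 4171 transcripts of the list were changed at both times, against 56 in the observed data. With every transcript unchanged, noise in the shared controls therefore gave few such transcripts. A real change at 1 time beside that noise was not simulated here either.

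GO terms of the immune response and of glial development were enriched in a list of 1018 genes among 15399, which the authors' deposited table does not name and which is larger than the table of changed genes. Inflammatory response held 46 listed genes where 20.5 would fall by chance (one-sided Fisher's exact test, adjusted p = 0.000122), and regulation of mononuclear cell migration held 14 of 45, 4.71 times the number by chance (one-sided Fisher's exact test, adjusted p = 0.000327). Glial cell development held 15 of 53 genes, 4.28 times the number by chance (one-sided Fisher's exact test, adjusted p = 0.000429), and was the 1 term that passed of 14 on glial development or differentiation. Activation of immune response held 36 of 219 and positive regulation of angiogenesis 29 of 162 (one-sided Fisher's exact test, adjusted p = 0.000189 and 0.000349). Terms with motility or migration passed in 6 of 72 cases, terms with inflammatory response in 6 of 38 and terms on the response to cytokines in 1 of 9. Glial cell proliferation held 4 of 14 genes (one-sided Fisher's exact test, adjusted p = 0.190), regulation of MAPK cascade 63 of 647 (adjusted p = 0.0595) and ATP binding 96 of 1264 (adjusted p = 0.376), and none of 5 terms on glial proliferation and none of 25 on MAPK passed, although 2 and 6 of them had an unadjusted p below 0.05. At the stricter settings, 62 of the 179 terms that passed did so at an adjusted p of 0.01 and 28 under Bonferroni adjustment, and 55 passed among terms of 10 to 500 genes.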

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

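The counts of changes between IM24h and IM3h and the test of scaling were chosen before their values had been seen, and the other tests of explanations after. The responses at 3 h and 24 h differed by the authors' own test of IM24h against IM3h for 434 transcripts of the table of changed genes, for 74 of the 155 of the gliosis table and for 81 of the 94 named genes. Of all 18242 transcripts tested, 47.6% lay below an FDR of 0.05 in this contrast, whatever their fold. The share of the gliosis table is close to that, so its count does not set the list apart. Selection raises the counts for the table of changed genes and for the named genes. That table was chosen for a fold of at least 2 between the times, and some genes were named for passing in this contrast. Opposite changes at both times, each past the thresholds, were seen in named genes of the authors' deposited table, with a ratio of IM24h to IM3h of 9.92 for Csf1r, 8.79 for Slc29a3, 8.24 for Unc93b1, 6.38 for Nexn, 5.51 for Usp48, 4.13 for Col5a2 and 0.00119 for the Slc38a2 transcript.

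The first pattern is that of the 179 transcripts below control at 3 h and above it at 24 h, of which 96 passed as lower at 3 h, 101 as higher at 24 h, 77 as both and 59 in neither contrast with control. Scaling of the IM3h libraries by a few strongly induced transcripts would lower all other transcripts at 3 h. The 59 gliosis transcripts that did not change at 24 h had a median ratio of IM3h to control of 0.953 (quartiles 0.715 and 1.29). By the criterion set before the values had been seen, this median and lower quartile counted against scaling. These transcripts cannot decide on it, however, because some were raised at 3 h, such as Emp1 (NM_010128, 5.70-fold) and Klf5 (3.25-fold). That reason was found after the values had been seen. The course opposite to that of the 179 was taken by 52 transcripts, and in the gliosis list the counts were 34 and 6. These counts do not separate scaling from real decreases, and scaling stays open. Chance at both times is argued against for the 77 as a group, since the 18242 transcripts tested would give at most 0.846 of this kind if all were unchanged, whereas chance at 1 time beside a real change at the other could give up to 33.9 for each time, and noise stays open for the other 102, on which the selection forces a fold of at least 4 between the times. The separate number series of the IM3h libraries and the time after IM cannot be told apart, for the 101 as for the other 78, because the dip at 3 h rests on libraries of 1 series and a rise at 24 h says nothing of it. An effect of the time after IM was not tested apart from the series and stays open.

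The second pattern is that the epithelial genes lay above control at 3 h and below it at 24 h. Mucosal carry-over that differed between groups, meaning mucosal tissue left on the muscle preparation, is a candidate explanation that stays open, since the common direction of 5 of 5 genes in each contrast restates the pattern and does not test it. At 3 h none of them passed the FDR, 18 of the 23 fixed genes were not analysed here, and all listed ones come from a table selected for a fold of at least 2. Changed transcription in the epithelium itself would move the same genes, was not tested, and stays open.

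The third pattern is the rise of 81 gliosis transcripts at 24 h. RNA of entering myeloid cells may contribute, since 9 of 11 listed monocyte, macrophage and neutrophil genes were higher at 24 h than at 3 h and 0 lower past both thresholds. It is argued against for 16 of the 81, which were lower at 24 h than at 3 h, but only in a form narrowed after the values had been seen, in which this RNA keeps in step with those markers, and myeloid RNA with another course stays open for the 16 as well. Of the rest 36 were higher and 29 were neither, and for these glial, myeloid and other cellular sources cannot be told apart in whole tissue. Of the 11 myeloid genes 2 stand in the gliosis list itself.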

How the results depend on the processing

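The counts without members of the leukocyte and epithelial lists were chosen after seeing the data, and all other settings before. At an adjusted p of 0.01, 178 transcripts were changed at 3 h, 237 at 24 h and 49 of the gliosis list between both times, 104 changed in the same direction at both times, 62 GO terms passed, and at least 1574, 2618 and 5054 of all transcripts tested lay below it at 3 h, at 24 h and between the times. With a total of at least 90, the counts were 126 at 3 h, 144 at 24 h, 144 between the times and 103 in the same direction. These settings test fewer transcripts or ask more of each by construction. GO terms numbered 28 under Bonferroni adjustment and 55 among terms of 10 to 500 genes. Taking the number tested from the smallest p alone gave 3186 for IM24h against control, because a step-up FDR can be carried over from a higher rank. Unadjusted p gave 64 increases and 26 decreases of the gliosis list at 3 h, 71.1% increases. The other totals stayed within 1.5 times of the reported ones, but decreases moved further. At an adjusted p of 0.01, 41 were left at 3 h and 23 at 24 h, and of the gliosis list 5 at 3 h, 7 at 24 h and 17 between the times, a total of at least 90 left 26, 18 and 70 in the 3 contrasts and 7 of the gliosis list at 24 h, a fold of 2 left 7 of it at 3 h and 1 transcript per gene 7 of it at 24 h. In all, 72 list members changed at 3 h or 24 h with 1 or with all transcripts per gene, and no result reversed. Without leukocyte and epithelial members 294, 345 and 419 transcripts were changed, and 68, 94 and 73 of the gliosis list. Of 282 values of named genes, 51 no longer passed at an adjusted p of 0.01 and 9 at a fold of 2, 17 passed on unadjusted p alone, and neither a pseudocount of 1 nor, among the 246 values it left, a minimum total moved a call. The pseudocount moved 51 of these values by over 1.5 times, 23 at 3 h, 23 at 24 h and 5 between the times. Leaving out single libraries and other splits of the libraries were not run, because the tables used here hold group means. No paired analysis was possible because the columns carry no replicate numbers.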

Other observations

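Contraction, purine and interferon genes were sparsely represented. Of 25 smooth muscle genes 2 were listed, of which Myl9 fell at 24 h (1 of 2, also 1 adjusted over the list alone) and Hspb6 (NR_157095) was 1.44-fold below control at 3 h and 1.01-fold below it at 24 h without passing (FDR 0.235 and 0.764) in the authors' deposited table. P2ry14, a receptor for UDP sugars, was the 1 listed gene of 30 for purinergic receptors and ectonucleotidases, and in the authors' deposited table it rose 5.83-fold from 3 h to 24 h (FDR 0.0221) but passed against control at neither time (FDR 0.123 and 0.467). Over the list alone it counted as 1 decrease at 3 h, which with 1 listed gene rests on the unadjusted p. The interferon-induced gene Oas2, 1 of 20 on its list, rose 6.82-fold at 24 h (FDR 0.00273) in the authors' deposited table and was 2.57-fold above control at 3 h without passing (FDR 0.0697). Over the list alone Oas2 counted as 1 increase at 3 h, again on the unadjusted p. With a pseudocount of 1 the log2 ratio in the authors' deposited table fell from 2.54 to 1.79 for P2ry14 between the times, and for Oas2 from 2.77 to 1.44 at 24 h and from 1.36 to 0.55 at 3 h. The prostaglandin synthase gene Ptgs2, 1 of 10 inflammatory enzymes, rose 5.77-fold at 3 h and 3.20-fold at 24 h (FDR 0.000148 and 0.00107) in the authors' deposited table. At 3 h 1 of 4 proliferation genes rose, Birc5 at 2.29-fold in the authors' deposited table (1 increase and 2 decreases adjusted over the list alone). No member of the lists for enteric neurons, for interstitial cells of Cajal and PDGFRA cells, for lymphocytes, mast cells and antigen presentation or for mesothelium was in the tables used here.

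Transcripts of 1 gene did not always move alike. Gfap NM_010277 rose 9.0-fold at 24 h in the authors' deposited table, whereas Gfap NM_001131020 rose 2.44-fold at 3 h (FDR 0.0467) and was 1.18-fold above control at 24 h (FDR 0.881). From 3 h to 24 h the former rose 2.22-fold and the latter fell 2.07-fold in the authors' deposited table (FDR 0.0213 and 0.0356). The difference between the transcripts was not tested, and how reads were assigned to isoforms is not known.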
